A study of Mus musculus with 8 samples.

How the data were processed

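Total RNA from dorsal root ganglia, the clusters of sensory neuron cell bodies beside the spinal cord, was sequenced in 4 wild-type mice and 4 mice homozygous for a gene trap in Tmem184b, all aged 6 months. A gene trap is an insertion that captures splicing and ends the transcript early. Per the labels' protocols, RNA was isolated with a column kit for small samples and read as single-end Illumina libraries. The labels state no sex, litter, batch, dissection date or time of day. They name no aligner, counting program, annotation release or genome build, and do not say whether counting used the strand.

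The authors deposited 1 table of moderated log2 CPM (log2 of counts scaled to the library total, with a small prior count added before the logarithm), per its name and its values. It had 41422 lines and 40800 distinct Ensembl gene identifiers, and the 402 identifiers listed more than once carried the same values each time, so each was used once. The same table gave the GC percent of each gene, a deposited annotation value used only to test for a GC trend. Each of the 8 value columns was matched to a sample by the genotype and number in its name. The column names also carry running numbers of unstated meaning that are consecutive for the mutants and not for the wild types. A batch in these running numbers that splits mutants from wild types cannot be told apart from genotype. A further number in each name, also of unstated meaning, is in part shared between the genotypes, and a batch recorded in it was not tested.

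All columns shared a floor of -1.79 log2 CPM, the value of 0 reads. After the floor was subtracted on the linear scale, 100.0% of the values were whole multiples of the worth of 1 read in that sample. This gave back the reads per gene and the library totals, and showed a prior count averaging 2 reads, scaled to library size, with no scaling factor beyond the library total. Library totals were 6183618 to 7983821 reads, so 1 read was worth 0.125 to 0.162 CPM. A count of 3 reads was taken as the floor of detection. Reads are not independent molecules, so such floors cover counting error alone.

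The design, the alternatives, the gene lists and the rule for naming genes were set before the data were examined. The comparison of mutant with wild type was fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend), two-sided, with no covariate. P-values were adjusted by the Benjamini-Hochberg method, and an adjusted p under 0.05 counted as a call. A gene was tested when its log2 CPM was above 0 in at least 4 of the 8 samples, whichever they were, which kept 15030 genes. Fold changes are on the moderated scale and understate the change of genes with few reads. Single values were compared by exact two-sided permutation over all 70 assignments of the 8 samples, for which the smallest possible p is 0.0286. A family of 20 marker lists was tested with limma's fry, a rotation test of direction, with adjustment over the lists. The lists were NP3, NP2 and NP1 neurons, peptidergic nociceptors, C low-threshold mechanoreceptors, large neurofilament neurons, pan-neuronal genes, itch receptors, satellite glia, myelinating Schwann cells, immune cells, fibroblasts, endothelial cells, red blood cells, skeletal muscle, adipocytes, central nervous system cells, nerve injury response, Wnt targets and immediate early genes. Sex-linked genes were given per gene, since the labels state no sex.

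The genes named are Tmem184b, the 5 largest rises and 5 largest falls among calls with non-overlapping groups and a mean log2 CPM of at least 1, every tested member of the NP3 list, and called members of the other lists, of which 1 is not reported here. Gene coordinates come from GENCODE M21 (GRCm38), matched by identifier for 40254 of the 40800 identifiers. They place the genes and are not the authors' build, which is unstated. Similarity between transcripts was measured with blastn 2.17.0. Tables and exact tests used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9.

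The procedure was tested on simulated reads with the real means and library sizes and a dispersion of 0.02. Of 200 changed genes, 195 (97.5%) were called among 15046 tested, with 16 unchanged genes called, 7.58% of all calls. The changed genes were drawn from genes with many reads and changed by at least 1 on the log2 scale. The real calls had a median absolute log2 difference of 0.44. The 97.5% therefore does not measure the power for smaller changes or for genes with few reads. With no gene changed, 0 of 15037 were called, and 745 had an unadjusted p under 0.05. Alternatives covered the filter, 1 CPM added before the logarithm, median centring, quantile normalization, the variance model, sample weights, Xist as a covariate, leaving out each sample, a replicate block, the thresholds and the set test. Added after the data were examined were voom on the recovered reads, reads thinned to the smallest library, and removal of each sample's trend with GC percent. Within groups, pairs of samples correlated at r of 0.984 to 0.988 across genes, which are not independent replicates, and a chi-square per degree of freedom of 2.74 to 7.16 over 12308 genes exceeded sampling noise for every pair, so no library was counted as a duplicate.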

Results

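Gene expression was measured by RNA sequencing in dorsal root ganglia of 6-month-old mice, 4 wild type and 4 homozygous for a gene trap in Tmem184b, which encodes a transmembrane protein. Samples are named by genotype and the number in their label: wild types 1, 3, 4 and 8 and mutants 1, 2, 3 and 4. The wild-type libraries held 6298533, 7983821, 6749473 and 7918481 reads in that order, and the mutant libraries 6693941, 6183618, 6494377 and 6992793 reads. The mean was 7237577 ± 844701 reads in wild type and 6591182 ± 340260 in the mutant (SD, n = 4 each; exact two-sided permutation p = 0.257). On the first principal component, which held 30.1% of the variance, all 4 wild types lay between -25.93 and -6.07 and all 4 mutants between 7.82 and 29.67. The second component held 14.3%.

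The trapped gene was examined first, since its level checks the genotype labels. Tmem184b (ENSMUSG00000009035) lies on chromosome 15 at 79360684 to 79403569, minus strand, in GRCm38. Its log2 CPM was 7.43, 7.51, 7.37 and 7.36 in the wild types and 2.68, 2.86, 2.47 and 3.10 in the mutants. The difference was -4.64 on the log2 scale (SE 0.113; limma adjusted p = 2.57e-12), and the exact two-sided permutation p was 0.0286, the smallest that 4 against 4 samples allow. The mean level was 171 ± 8.44 CPM in wild type and 6.65 ± 1.30 CPM in the mutant (SD, n = 4), so 3.89% of the wild-type level remained, from 34 to 58 reads per mutant library. Across the alternatives that kept all samples or a block of them, the difference lay between -4.74 and -4.45.

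The comparison of all genes asked which transcripts differ in adult ganglia that lack most Tmem184b transcript. Of 15030 genes tested, 820 had a limma adjusted p under 0.05, 423 higher and 397 lower in the mutant, and 3206 had an unadjusted p under 0.05. The median absolute log2 difference of the 820 was 0.44, and 47 higher and 32 lower genes changed by at least 1 on the log2 scale. Groups did not overlap for 737 of the 820. Among all tested genes 1866 (12.4%) had non-overlapping groups, where chance gives 2.86%. Apart from other thresholds, the alternative that moved the count most was the variance model. Without the mean-variance trend, 142 genes were called, 67 higher and 75 lower, of which 129 were among the 820. The balance of directions depended on scaling. The median log2 difference of all tested genes was 0.066 as deposited, and after each sample was centred on its median 204 genes were higher and 706 lower, so that the share of higher genes went from 51.6% to 22.4%. Quantile normalization gave 271 higher and 422 lower genes, a share of 39.1%. Single samples also weighed on the counts. The number of higher genes was 174 without wild type 1, 226 without wild type 3, 183 without mutant 1, 266 without mutant 2 and 206 without mutant 4. The number of lower genes was 230 without wild type 1.

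**Figure D1:**
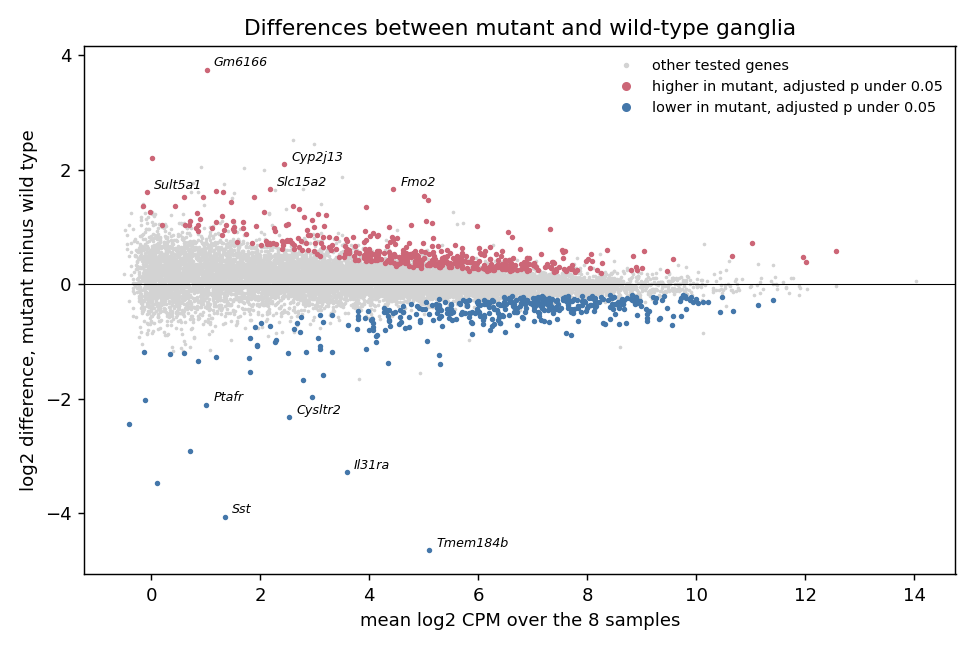
Log2 difference between mutant and wild type against mean log2 CPM for the 15030 tested genes, with the 423 higher and 397 lower calls (limma adjusted p under 0.05) coloured and the genes with the largest rises and falls named. Tmem184b has the largest fall, at -4.64, and Gm6166 the largest rise, at 3.75.

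After Tmem184b, the largest falls under the naming rule were in Sst, Il31ra, Cysltr2 and Ptafr. Sst (ENSMUSG00000004366; chromosome 16, 23889573 to 23890958), which encodes somatostatin, differed by -4.06 (SE 0.341; limma adjusted p = 1.41e-05), from 47 to 124 reads in the wild types to 1 to 5 in the mutants. Il31ra (ENSMUSG00000050377; chromosome 13, 112519898 to 112594360), a receptor subunit for an itch-inducing cytokine, differed by -3.28 (SE 0.176; limma adjusted p = 1.04e-07). Its level was 37.7 ± 5.58 CPM in wild type and 3.68 ± 1.13 CPM in the mutant (SD, n = 4). Cysltr2 (ENSMUSG00000033470; chromosome 14, 73025603 to 73049114), a leukotriene receptor, differed by -2.32 (SE 0.218; limma adjusted p = 4.03e-05). Ptafr (ENSMUSG00000056529; chromosome 4, 132564067 to 132582683), the platelet-activating factor receptor, differed by -2.11 (SE 0.332; limma adjusted p = 0.00237), with 2 to 11 reads per mutant library. These falls were called in every alternative in which the gene was tested, the highest adjusted p being 0.0439 for Ptafr without the variance trend.

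The largest rises under the naming rule were in Gm6166, Cyp2j13, Fmo2, Slc15a2 and Sult5a1. Gm6166 (ENSMUSG00000074280; chromosome 9, 57483963 to 57484371), a pseudogene, had at most 3 reads in any wild type and 44 to 53 in the mutants, at least 17.2-fold higher. Its transcript is 98.3% identical to Fabp5 over 409 bases, and Fabp5 went from 35.6 to 28.1 CPM, so the count of Gm6166 is uncertain. The fall of Fabp5 was not called (limma adjusted p = 0.0559). Cyp2j13 (ENSMUSG00000028571; chromosome 4, 96027534 to 96077546), of a cytochrome family with close paralogs, rose by 2.10 (SE 0.184; limma adjusted p = 1.70e-05). Fmo2 (chromosome 1) rose by 1.66 (SE 0.286; limma adjusted p = 0.00436), Slc15a2 (chromosome 16) by 1.66 (SE 0.317; limma adjusted p = 0.00816) and Sult5a1 (chromosome 8) by 1.61 (SE 0.269; limma adjusted p = 0.00378). Without the variance trend Fmo2 and Slc15a2 were no longer called, each at an adjusted p of 0.0834, and Fmo2 was also lost under the robust trend at 0.0801. Annotated genes overlap Slc15a2 and Sult5a1 on the other strand, and strand use in counting is unstated.

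Markers of sensory neuron classes were compared next. NP3 neurons are small itch neurons that make the peptides natriuretic polypeptide b and somatostatin. All 8 genes of the NP3 list were lower in the mutant, 7 of them called, with a mean log2 difference of -2.08 (fry adjusted p = 8.305e-05). The mean log2 CPM of the list was 4.31 ± 0.24 in wild type and 2.23 ± 0.19 in the mutant (SD, n = 4). Nppb (ENSMUSG00000029019; chromosome 4, 147985788 to 147987205) had 13 to 40 reads in the wild types and 0 to 1 in the mutants, at least 7.61-fold lower. Osmr differed by -1.40 (SE 0.10; limma adjusted p = 2.29e-06), Htr1f by -1.18 (SE 0.181; limma adjusted p = 0.00210) and Jak1 by -0.31 (SE 0.051; limma adjusted p = 0.00339). Nts differed by -0.64 and was not called (SE 0.237; limma adjusted p = 0.132). Jak1 lost its call without the variance trend, at an adjusted p of 0.0654.

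**Figure D2:**
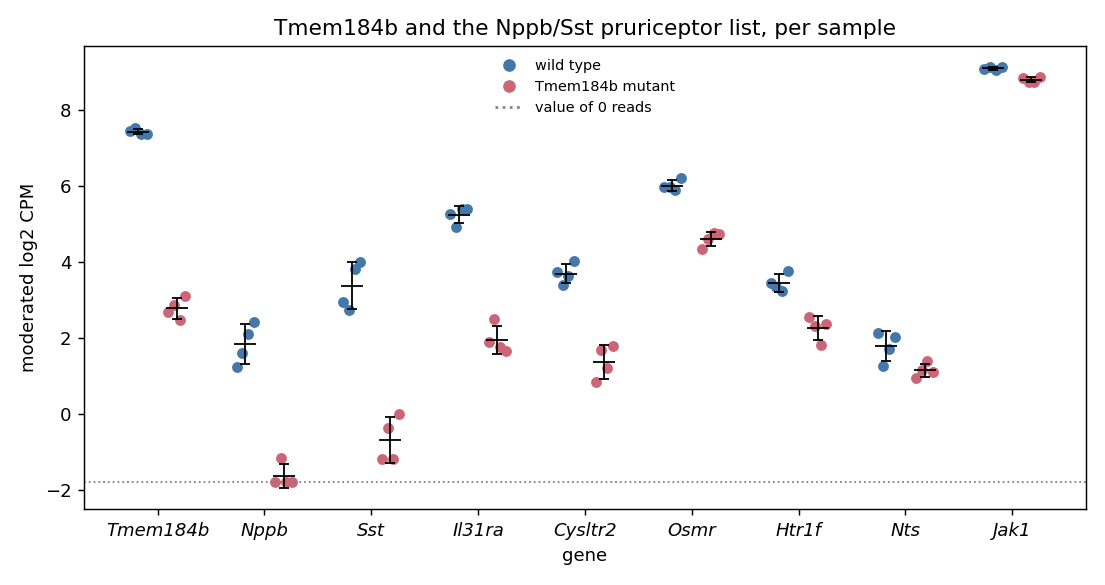
Moderated log2 CPM of Tmem184b and the 8 genes of the NP3 list in each of 4 wild-type and 4 mutant samples (points), with mean and SD (bars), and the value of 0 reads as a dotted line at -1.79. The groups do not overlap for any of these genes except Nts.

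Of the 20 lists, 3 passed the threshold and all were lower in the mutant. Besides NP3, these were itch receptors, with 13 of 14 genes lower and a mean of -0.89 (fry adjusted p = 0.000192), and NP1 neurons, the nonpeptidergic class marked by Mrgprd, with 7 of 7 genes lower and called and a mean of -0.71 (fry adjusted p = 0.00821). The itch receptor list shares Il31ra, Osmr, Cysltr2 and Htr1f with NP3, and Mrgpra3 and Mrgprx1 with NP2. Its other genes were not tested alone, so its result is not independent of NP3. Under an estimated correlation between genes (camera), NP3 and itch receptors held, each at an adjusted p of 0.00843, and NP1 did not, at 0.0890. The NP2 list, itch neurons marked by Mrgpra3, had all 5 genes lower with a mean of -0.61 and did not pass (fry adjusted p = 0.0559). Its direction held in every alternative, and it passed under median centring, quantile normalization and some other alternatives, and without mutant 3, at -0.73 (0.0168). The peptidergic list differed by -0.02 (fry adjusted p = 0.835), C low-threshold mechanoreceptors by -0.10 (0.779) and pan-neuronal genes by -0.10 (0.0792). Of the pan-neuronal genes 6 were lower, most of all Scn10a at -0.46, and 3 were higher. Without mutant 3 the pan-neuronal list passed, at -0.12 (0.0445), and the peptidergic mean was 0.02. Without wild type 1 the mechanoreceptor mean was -0.01, and without wild type 4 it was -0.21. Large neurofilament neurons differed by 0.09 (0.155) as deposited, by -0.01 under median centring and by 0.05 without mutant 1.

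Lists of non-neuronal cells did not pass under fry with all samples. Mean log2 differences were 0.24 for satellite glia (fry adjusted p = 0.0946), 0.27 for myelinating Schwann cells (0.161), 0.37 for immune cells (0.224), 0.39 for fibroblasts (0.329), 0.10 for endothelial cells (0.779) and 0.13 for red blood cells (0.816). They were 1.60 for skeletal muscle (0.276), 0.49 for adipocytes (0.620) and 0.29 for central nervous system cells (0.620). Without mutant 4 the muscle value was 1.01 and the immune value 0.25, without wild type 4 the fibroblast value was 0.60, and without mutant 3 the adipocyte value was 1.06 and passed the threshold at 0.0185. The satellite glia list also passed without mutant 3, at 0.0194 with a mean of 0.29. The central nervous system value was 0.03 without wild type 3 and 0.55 without wild type 8. The endothelial value was 0.01 without wild type 3, 0.22 without wild type 4 and -0.01 under quantile normalization, and the red blood cell value was -0.13 without wild type 1 and 0.31 without wild type 4. Nerve injury genes differed by 0.06 (0.779), Wnt targets by 0.04 (0.531) and immediate early genes by -0.06 (0.856), and these 3 changed direction under a scaling or without a sample: nerve injury genes to -0.03 and Wnt targets to -0.06 under median centring, and immediate early genes to 0.14 without wild type 8. Of 137 list genes tested, 28 were called over all genes and 45 when p was adjusted over the lists alone.

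**Figure D3:**
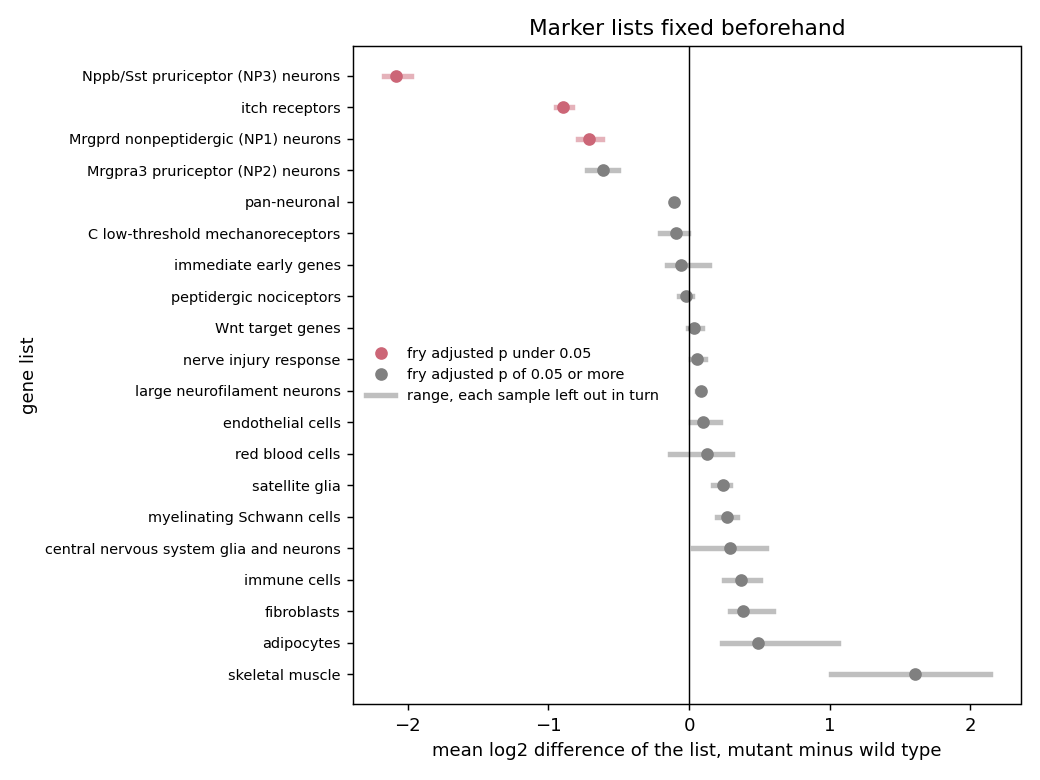
Mean log2 difference of each of 20 marker lists (points) with its range when each sample was left out in turn (lines), coloured where the fry adjusted p was under 0.05. The NP3, itch receptor and NP1 lists lie at -2.08, -0.89 and -0.71.

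Among single genes of the other lists, the NP1 members Mrgprd, Lpar3, Lpar5, Gfra2, Plxnc1 and P2rx3 fell, from -1.01 for Lpar5 to -0.50 for Gfra2 on the log2 scale. Lpar5 and Lpar3 kept their call in every alternative, and Mrgprd, Gfra2, Plxnc1 and P2rx3 lost it without the variance trend alone, the highest adjusted p being 0.0758 for Gfra2. Mrgpra3 differed by -0.80 (limma adjusted p = 0.0438) and Mrgprx1 by -0.79 (0.0121), both of a multigene family. Mrgpra3 was called in 10 of 22 alternatives, and lost its call without wild type 1 (0.0667), wild type 8 (-0.56; 0.0829), mutant 1 (0.0915), mutant 2 (0.0570) or mutant 4 (-0.63; 0.115). Hrh1 differed by -0.96, Scn10a by -0.46, Calcb by -0.31, Trpa1 by -0.29 and Avil by -0.22. Higher genes were Cd163 at 0.80, Ncmap at 0.69, Dcn at 0.60, Calb1 at 0.54, Glul at 0.49, Lgr5 at 0.42 and Drp2 at 0.40. All of these kept their direction in every alternative. Without the variance trend, of these genes Hrh1 and Ncmap alone were still called. Adjusted p was then 0.168 for Mrgpra3, 0.0911 for Mrgprx1, 0.104 for Scn10a, 0.130 for Calcb, 0.143 for Trpa1, 0.117 for Avil, 0.110 for Cd163, 0.106 for Dcn, 0.137 for Calb1, 0.110 for Glul, 0.0927 for Lgr5 and 0.142 for Drp2. Dcn was also lost under the robust trend, at 0.0606. Some calls were lost when 1 sample was left out, with the highest adjusted p at 0.0838 for Calcb, 0.0727 for Cd163 and 0.0693 for Drp2 without mutant 1, 0.0658 for Avil and 0.0840 for Calb1 without wild type 1, 0.0902 for Trpa1 without mutant 2 and 0.102 for Lgr5 without mutant 3. Lgr5 was called in 7 of 22 alternatives, and was also lost under median centring (0.120), quantile normalization (0.140), the Xist covariate (0.0663), the GC correction (0.0906) and the replicate block (0.162). Trpa1 was called in 12 and Calcb and Avil in 14 each, with Trpa1 at 0.185 in the block. Mrgprx1 was also lost in the block (-0.57; 0.0524), as was Mrgpra3 (0.0617), and Avil under quantile normalization (-0.15; 0.0929). In the 6 samples of the block fitted without it, further losses were Mrgprx1 (0.0742), Hrh1 (0.0543), Scn10a (0.0524) and Cd163 (0.0860). Annotated genes overlap Tmem184b, Il31ra, Gm6166, Cyp2j13, Jak1, Plxnc1, P2rx3, Avil, Glul, Ncmap and Lgr5, and counting of shared bases is unstated.

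The labels state no sex, and sex-linked transcripts varied within both groups. Xist was at 8.0, -0.89, 8.0 and 7.72 log2 CPM in wild types 1, 3, 4 and 8, and at 8.15, 8.25, -0.14 and 0.37 in mutants 1 to 4. Ddx3y was at 5.38 in wild type 3, 5.47 in mutant 3 and 5.69 in mutant 4, and between -1.79 and -0.58 in the other samples. Eif2s3y, Kdm5d and Uty were at 4.37, 3.90 and 4.73 in wild type 3, at 4.43, 4.59 and 5.07 in mutant 3 and at 4.37, 3.88 and 5.13 in mutant 4. With Xist as a covariate 742 genes were called, 671 of them among the 820.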

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

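All tests in this part were chosen after the results were seen. In 114 groups of 4 values, 7 had a sample far from the other 3, where chance gives about 5.7. The binomial chance of at least 7 is 0.344 (one-sided, treating groups that share genes as independent), so chance alone may account for their number.

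Wild type 8 stood apart 3 times. Its Mrgpra3 level was 5.21 log2 CPM against 4.16 to 4.33 in the other wild types, its P2rx3 level was 7.40 against 7.58 in each of the others, and its mean of the NP1 list was 7.20 against 7.30 to 7.31. Its depth of 7918481 reads was close to the 7983821 of wild type 3, and the counts involved are far above the floor. Wild type 4 stood apart in Cyp2j13, at 1.77 against 1.23 to 1.28, from 21 reads against 13 to 17, and in the mean of the fibroblast list, at 6.82 against 5.90 to 6.03. Mutant 1 stood apart in the mean of the large neurofilament list, at 6.55 against 6.41 to 6.43. Mutant 2 stood apart in Nppb, at -1.15 against -1.79, which is 1 read against 0. No biological explanation of these single samples was tested.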

How the results depend on the processing

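Tmem184b, Sst, Il31ra, Cysltr2, Ptafr, Gm6166, Cyp2j13, Sult5a1, Nppb, Osmr, Htr1f, Lpar3, Lpar5 and Ncmap were called in every alternative that tested them. No named gene changed direction, and of the results for single genes 49 lost their call in alternatives that kept every sample or used the 6 with shared numbers, and 37 with 1 sample left out. The NP3 and itch receptor lists, which share genes, passed in all 24 alternatives, with highest adjusted p of 0.00947 each.

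Counts of higher and lower genes were 204 and 706 under median centring, 67 and 75 without the variance trend, and 255 and 607 with the GC trend removed. Quantile normalization gave 271 higher genes. A log2 difference of at least 1 in addition to the adjusted p left 47 and 32, and an adjusted p under 0.1 gave 876 and 612. Centring lowered the median of all genes from 0.066 to -0.026, and the GC correction lowered it to 0.004, which by construction moves calls from higher to lower. The cause of the loss without the trend was not tested. Across the 8 fits that each left out 1 sample, higher genes ranged from 174 to 572 and lower genes from 230 to 427. Voom on the recovered reads gave 415 and 399, with 787 genes shared with the 820.

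The labels give wild type and mutant samples the numbers 1, 3 and 4 in common and do not say whether these pair the samples. The correlations of same-numbered deviations were 0.081, 0.041 and 0.058, and those of the other pairs ranged from -0.2 to 0.105. These correlations do not decide whether the numbers pair the samples. With the number as a replicate block over the 6 samples that share numbers, 326 genes were higher and 345 lower. The same 6 samples without the block gave 180 and 267. More genes were called with the block, so a pairing by number is not excluded. Under the block the NP1 list had a mean of -0.79 (adjusted p = 0.121), and the central nervous system list 0.47 (0.0199). Wnt targets were at -0.016 (0.772 with the block, 0.810 without) and immediate early genes at 0.11 (0.413 and 0.450) in those 6 samples.

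The NP2 list, at -0.61 and 0.0559 as reported, passed under median centring (-0.70; 0.0383), quantile normalization (-0.73; 0.0358), no variance trend (-0.61; 0.0474), the robust trend (-0.61; 0.0458), thinned reads (-0.60; 0.0400), the GC correction (-0.68; 0.0403) and camera with a preset correlation (-0.61; 0.000304). Pan-neuronal genes passed under median centring (-0.20; 0.0424), the GC correction (-0.16; 0.0493) and that camera test (-0.10; 0.00955). The same camera test passed satellite glia (0.24; 0.0286), myelinating Schwann cells (0.27; 0.00698), immune cells (0.37; 0.0385), fibroblasts (0.39; 0.0385) and skeletal muscle (1.60; 0.0157). None of these 7 lists passed with an estimated correlation, under which NP1 also lost its call (-0.71; 0.0890). The cause of these changes was not tested.

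Lists with a mean near 0 changed direction. Under median centring large neurofilament neurons were at -0.007, nerve injury genes at -0.034 and Wnt targets at -0.058. Under quantile normalization endothelial cells were at -0.011, nerve injury genes at -0.019 and Wnt targets at -0.085. Wnt targets were at -0.002 with no filter and at -0.021 with the GC trend removed. With 1 sample left out, the mean ranged from -0.13 to 0.31 for red blood cells, -0.011 to 0.091 for Wnt targets, -0.071 to 0.022 for peptidergic nociceptors and -0.16 to 0.14 for immediate early genes. NP2 ranged from -0.73 to -0.51, pan-neuronal genes from -0.12 to -0.089, satellite glia from 0.17 to 0.29 and adipocytes from 0.24 to 1.06. Depth limits Nppb and Sst in the mutants, where 0 to 1 and 1 to 5 reads allow no precise fold.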

Other observations

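Tests of linkage, of other splits of the samples, of sex, of the marker lists of other tissues and of short fragments were chosen before their results were seen. All other tests in this part were chosen after the result was seen, as were the genes and lists named here that the report does not name.

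The number of genes that differed was weighed against technical sources. Of the 35 splits of the 8 samples into 4 and 4, 1 gave as many calls, the real one, and the next gave 170. Near the trapped locus, where DNA of the stem cell strain might remain, 2.41% of the 249 tested genes within 10 Mb were called, against 5.51% elsewhere (Fisher's exact p = 0.0333), so calls were not concentrated there. Of the 820 calls, 671 stayed with Xist as a covariate, 743 after thinning to the smallest library, 651 with the GC trend removed and 670 with the trend with exonic length removed. These values argue against sex, depth, GC content and length as the whole cause. A batch that follows genotype cannot be excluded, since the labels give none.

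Muscle transcripts were a further concern, because the muscle list was higher in the mutants by 1.60 (exact permutation p = 0.171), and by 1.01 without mutant 4. With its mean as a covariate, 196 of the 820 calls stayed, 82 higher and 114 lower, including 7 of the NP3 list. This covariate differs between genotypes and so removes part of any genotype difference. Of 19 tested genes in the muscle, fat, blood and central nervous lists, 0 were called over all genes (7 at an unadjusted p under 0.05, and 2 muscle genes when p was adjusted over the lists alone), and the smallest fry adjusted p of the 4 lists was 0.276 with all samples. Adipocytes reached 0.0185 without mutant 3, central nervous system cells 0.0199 in the replicate block of 6 samples, and skeletal muscle 0.0157 under camera with a preset correlation. Over all tested genes, with the mean log2 CPM or summed CPM of 1 of these 4 lists in place of genotype, at most 17 genes rose with it (at most 1333 at an unadjusted p under 0.05), both counts for muscle, against 423 that rose with genotype (2122), and at most 1 of the 423 was among them. If muscle diluted the other transcripts, genes would fall as its level rose, but at most 30 did (at most 904 at an unadjusted p under 0.05), against 397 that fell with genotype (1084), and at most 8 of the 397 were among them. Sample levels overlapped too. The muscle mean was 2.98 log2 CPM in wild type 3 against 1.57 in mutant 1 and 2.90 in mutant 3, and the adipocyte mean was -0.18 in mutant 3, below every wild type. This argues against any 1 of these tissues as the whole cause of the higher genes, and against dilution by muscle as the whole cause of the lower genes. Whether several tissues together, or other tissue behind a part of the calls, contributed cannot be told apart from genotype, because the muscle covariate overlaps with genotype and no fit held all 4 lists.

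The fall of the NP3 list may reflect fewer NP3 neurons or less transcript in each, which bulk RNA cannot separate. A loss of all neurons would lower pan-neuronal genes as far, but the NP3 mean fell by 1.98 relative to the pan-neuronal mean (exact permutation p = 0.0286). Linkage to chromosome 4 or 15 would spare members elsewhere, but the 5 members on other chromosomes differed by -2.30 in the mean. The means of the satellite glia, Schwann, immune and fibroblast lists were higher in the mutants, and under median centring the smallest was 0.147. Centred, none of the 4 differed beyond its spread (unadjusted fry p from 0.0537 for satellite glia to 0.244 for fibroblasts). Quantile normalization, which took the median of all genes from 0.066 to 0.003, left means of 0.22, 0.27, 0.25 and 0.37 in that order, with unadjusted fry p of 0.0229, 0.0584, 0.184 and 0.182. The p-values reflect spread between samples and do not measure how much of a difference scaling removes. No list passed after adjustment in either setting, so a shift from total-read scaling and a difference in these cells cannot be told apart. As deposited with all samples none of the 4 passed under fry, and satellite glia passed without mutant 3, at 0.29 (adjusted p = 0.0194).

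Near-identical transcripts moved in opposite directions in 2 separate gene families. Ndufs5 fell from 4.22 ± 0.41 to 0.34 ± 0.21 CPM, while its processed pseudogene BC002163, 99.4% identical over 319 bases, rose from 4.497 ± 1.56 to 10.3 ± 1.97 CPM. Their sum, 8.72 ± 1.63 and 10.7 ± 1.97 CPM, did not differ beyond the spread (exact permutation p = 0.257). Gm6166 rose from 0.27 ± 0.09 to 7.20 ± 0.94 CPM and Fabp5 fell from 35.6 ± 2.35 to 28.1 ± 3.52 CPM (SD, n = 4), with sums of 35.9 and 35.3 CPM (exact permutation p = 0.8286). The fall of Fabp5 had an exact permutation p of 0.0286 but was not called, at -0.34 on the log2 scale (limma adjusted p = 0.0559). Reads moving between the copies, for example through a sequence variant that differs between the groups, may explain both pairs. No reads were examined here, so a variant was not tested, and whether the Gm6166 locus itself is expressed stays open.

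Chromosome 4 held 11 of the 79 calls with an absolute log2 difference of at least 1, 13.9% against 6.36% of tested genes. Among 10000 random draws, a share of 0.140 had some chromosome as enriched, and over all calls with a known chromosome, of which chromosome 4 held 72 (7.56% of its tested genes against 5.33% elsewhere), the share was 0.0554. The 11 genes, Ndufs5 among them, lay between 96027534 and 151044665 in GRCm38, and clustering along the chromosome was not tested. By these whole-chromosome counts, a segment of another strain's DNA there cannot be told apart from chance, since neither share was under 0.05.

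Clock output genes were higher in the mutants, 9 of 9, by 0.68 in the mean (exact permutation p = 0.0286), with Per3 at 1.11 and Dbp at 1.02. Another time of collection would lower genes of the opposite phase, which differed by -0.12 (exact permutation p = 0.286). Higher glucocorticoid exposure would raise its response genes, which were higher by 0.68, 10 of 11 of them, but that list was written after some of its members had been seen among the calls, so this is no independent evidence. Time of day, hormone state and genotype cannot be told apart, since the labels give no collection time. The direction of the clock output and glucocorticoid lists held under every scaling.

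Short structured RNAs were higher in the mutants, 58 of 64 tested, with 15 called, all higher, and their mean was higher by 0.51 (exact permutation p = 0.0286). Libraries that kept more short fragments might also raise short messenger RNAs. The median of 37 protein-coding genes under 600 exonic bases exceeded that of the others by 0.183, with an exact permutation p of 0.171 for the difference of their means. Library preparation and genotype cannot be told apart here.

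Rprl3, an RNA of the RNase P type, was at 0.12, 0.06, -0.77 and 5.96 log2 CPM in wild types 1, 3, 4 and 8 and at 0.71, 7.32, 0.28 and 7.13 in mutants 1 to 4. The samples with high values carry the highest of the further numbers in the column names, whose meaning is unstated. Whether that number marks a batch was not tested.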
